A study of Mus musculus with 30 samples. Its data were reported in "The maternal X chromosome affects cognition and brain ageing in female mice" (2025).

How the data were processed

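Expression was measured by RNA sequencing of hippocampal cells of female mice that carried a fluorescent reporter on each X chromosome, inserted at the Hprt locus. Cells whose active X came from the mother (Xm) made GFP and cells whose active X came from the father (Xp) made tdTomato, so the colour of the reporter and the parent of the active X always change together. According to the methods of the study, the reporters were switched on by a Cre recombinase driven by the synapsin 1 promoter, cells were enriched for neurons on a density gradient, hippocampi of several mice were pooled, and each pool was sorted by fluorescence into an Xm and an Xp sample. Libraries were made with a SMART-Seq v4 kit (full-length cDNA amplified from little RNA) and read in pairs on an Illumina HiSeq. Reads were trimmed, mapped with STAR to the mouse genome GRCm38 with Ensembl annotation and counted over exons with featureCounts, and the groups were compared with DESeq2. Amplified reads without molecular identifiers are not independent molecules, so a read count overstates the number of RNA molecules seen.

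Of the 30 samples in the series, 20 were used here, in 4 groups of 5: Xm and Xp from young mice, and Xm and Xp from old mice. The other 10, an earlier pair of Xm and Xp groups, were not analysed here. The deposited sample values are a signal in normalised counts, that is, gene counts that the authors divided by one size factor per sample. In every sample, 100% of the values were whole multiples of a single step, so the size factors and the whole reads could be recovered from the values. The deposited tables also give the authors' log2 fold change, which the values show to be log2 of Xm over Xp, with the authors' p-value and adjusted p-value from DESeq2. These columns were used for comparison only. Each age has a table of its own, normalised on its own, so old samples were never compared directly with young ones. The table of the young samples used here ends part-way through a row. That row was dropped, which left 19345 genes, and 2148 genes of the old table, 5 of them X-linked, have identifiers beyond that point and were not analysed in the young samples. The old table held 22387 genes. Genes with low counts were already absent, the lowest sum over 10 samples being 98.8 normalised counts in the young table and 97.6 in the old table. Identifiers were matched to an Ensembl annotation of GRCm38 for 99.7% of the genes of either table.

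Samples held between 23465058 and 28518774 recovered reads in genes, and a single read was worth between 0.911 and 1.07 normalised counts. A mean of 10 normalised counts over 10 samples was required of a gene. Xp was compared with Xm within each age with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust fitting) on log2 of the value plus 1, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was counted as different at an adjusted p-value under 0.05. Fold changes are log2 of Xp over Xm, so a positive value is higher in Xp. Adjusted p-values given without the name of a tool come from this limma fit. Difference between the ages in the effect of Xp was tested as an interaction term in one limma model of all 20 samples.

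The 4 criteria the study set for an imprinted X-linked gene were applied to every chromosome: an adjusted p-value under 0.05 in the limma fit, a mean under 50 normalised counts in one group and over 100 in the other, a ratio of the means over 10, and a chi-square test of the means against equality with an adjusted p-value under 0.05. Shares of X-linked genes were compared with Fisher's exact test, two-sided, with 95% confidence intervals. Lists of marker genes for cell types were scored in each sample as the mean over the list of log2 of the value plus 1, and Xp and Xm scores were compared with an exact two-sided permutation test over all assignments of the 10 samples, adjusted over the lists within an age. There were 18 lists: autosomal microglia genes, X-linked microglia genes that the study did not name, border macrophages, T cells, B cells, neutrophils, erythroid cells, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelial cells, pericytes, ependymal and choroid plexus cells, neurons, excitatory neurons, inhibitory neurons, autosomal imprinted genes and Y-linked genes. No Y-linked gene of the list was in either table, so 17 lists were scored.

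The groups, the tests of the comparisons, the lists, the alternatives and the rule for which genes to name were set before the data were examined. Further tests of explanations, some chosen afterwards, are described with the additional observations. Genes were named if they were among the 11 X-linked genes that the study names as differing by parental origin, among up to 5 genes in each direction with the smallest adjusted p-values at either age whose Xm and Xp values did not overlap, X-linked genes that met the criteria, Xist and Hprt, or members of the marker lists. Dipk2b is listed in the tables under its older symbol 4930578C19Rik, a synonym in the RefSeq annotation of the same assembly. No row was paired with Tasl by the annotations used, and Tasl was not analysed here under that name. Whether it is listed under another symbol, such as 5430427O19Rik, was not settled by these annotations, and if 5430427O19Rik were this gene, the study genes matched, called and higher in Xp would each number 1 more. One gene that this rule names is not reported here, in the text or in the plots, and is kept in the counts and list summaries.

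The alternatives were a pseudocount of 0.1 or 5, all genes with any value above 0, a mean of at least 50, rescaling by TMM, DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood) on the recovered reads, the sample number as a block, a ratio of the means over 4 or no limit on the means in the criteria, the median over a list in place of the mean, and leaving out each sample in turn. TMM shifted the median log2 fold change of all genes by 0.04 in young and 0.01 in old samples. The block uses the fact that samples with the same number came from the same pool of mice. Other splits of the 10 samples of an age into groups of equal size were fitted in the same way, 100 of the 126 possible, drawn with a fixed seed.

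The tests were also run on simulated data with 200 changed genes. These genes had a mean of at least 50 and a log2 change of 2, up or down. The limma fit recovered 174 of them in data shaped like the young samples, with 5 false calls, and 193 in data shaped like the old samples, with 8 false calls. With DESeq2 the false calls made up 17.3% and 17.8% of all calls, and with no gene changed the limma fit made 0 calls without the block at either age. With the block and no gene changed, limma made 0 calls in data shaped like the young samples and 1 false call in data shaped like the old samples. Smaller changes were not simulated, so the recovery holds for large changes only. Simulated samples were independent, without the differences between pools that real pairs share, so the block was not tested on paired data. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.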

Results

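Hippocampal cells of female mice were sorted by the parental origin of their active X chromosome, and the RNA of pooled cells was sequenced. Xm denotes cells with an active maternal X, marked by GFP, and Xp denotes cells with an active paternal X, marked by tdTomato. There were 5 Xm and 5 Xp samples from young mice and 5 of each from old mice, all labelled as neurons. Reads counted in genes ranged from 26651599 to 28518774 in young Xm samples, from 26457997 to 27421257 in young Xp samples, from 23465058 to 27877893 in old Xm samples and from 25968024 to 27948060 in old Xp samples. The 10 most abundant genes took between 5.38% and 10.3% of the normalised counts of a sample. Pairs of samples within a group correlated across genes at 0.929 or higher, which describes the libraries and is no test, since genes are not independent replicates. Deviations from the group mean were also shared between the Xm and Xp samples of the same number, which come from one pool of mice. Across genes, this correlation ranged from 0.441 to 0.716 in the 5 young pairs and from −0.01 to 0.23 in the 5 old pairs.

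The first comparison asked which genes differ between neurons that use the maternal and those that use the paternal X. In young samples, 3294 of 19328 genes tested differed between Xp and Xm at an adjusted p-value under 0.05 (17%), of which 2114 were higher and 1180 lower in Xp. In old samples, 7986 of 22348 genes differed (35.7%), 4111 of them higher and 3875 lower in Xp. Fitting the sample number as a block moved the count most, to 7445 genes in the young samples. Of the young genes called without the block, 3293 were also called with it. The excess of higher over lower genes in young samples went with the fit, since 64.2% of the called genes were higher in Xp without the block and 50.2% with it. Large differences had a clearer direction. Of the called genes with a log2 fold change of more than 2 in size, 592 were higher and 3 lower in Xp in young samples, and 679 were higher and 29 lower in old samples. The 5 Xm and 5 Xp values did not overlap for 14.1% of the genes in young and 25.9% in old samples, against 0.794% by chance. In the authors' deposited table, 4442 genes in young and 8768 genes in old samples had an adjusted p-value under 0.05. Of the genes that passed in the authors' deposited table, 3289 in young and 7953 in old samples were also called here, all in the same direction.

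The study's question concerns genes on the X chromosome. Of 666 X-linked genes tested in young samples, 128 differed between Xp and Xm (19.2%), 63 higher and 65 lower in Xp, against 17% of the genes elsewhere. The odds ratio was 1.16 (Fisher's exact test, two-sided, p = 0.128, adjusted over the ages 0.128). Of 702 X-linked genes tested in old samples, 288 differed (41%), 114 higher and 174 lower in Xp, against 35.6% of the genes elsewhere, with an odds ratio of 1.26 (Fisher's exact test, two-sided, p = 0.00346, adjusted over the ages 0.00692). The young result depended on the fit. With the block, 282 X-linked genes differed in young samples (42.3%), against 38.4% of the genes elsewhere, with an odds ratio of 1.18 (Fisher's exact test, two-sided, unadjusted p = 0.0427), and DESeq2 gave an odds ratio of 1.22 (p = 0.0293). Over all alternatives the odds ratio ranged from 1.06 (TMM rescaling, Fisher's exact p = 0.599) to 1.22 in young samples, and in old samples Fisher's exact p-value was 0.0185 at most (DESeq2). Genes are not independent replicates, so these tests describe the lists of genes only. The tests also took both directions together. In old samples more of the X-linked calls were lower than higher in Xp, whereas over all chromosomes 4111 were higher and 3875 lower. Silencing on the maternal X would make genes higher in Xp, so the larger share in old samples does not bear it out.

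The genes that the study names as silenced on one parental X were then examined one by one. Of the 11 genes, 10 were matched to a row of the tables, and Tasl was not, unless it is the gene listed as 5430427O19Rik. In young samples, 9 of the 10 differed when adjusted over all genes tested and 10 when adjusted over the list alone. In old samples, 10 of 10 differed either way. The study chose this list on these samples, so the count over the list alone is not independent evidence. At either age 8 genes were higher in Xp, in all 5 pairs of samples with the same number, and Xlr3b and Trpc5 were lower in Xp in all 5 pairs. The 8 higher genes changed by a median log2 of 4.00 in young samples (2.05 to 5.16) and 3.34 in old samples (2.04 to 4.36).

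Sash3 (ENSMUSG00000031101, chromosome X, 48146436 to 48161565 on the plus strand of GRCm38) had a mean of 16.5 ± 8.64 normalised counts in Xm and 638 ± 306 in Xp in young samples (SD, n = 5 each, all exons of this protein-coding gene counted together). Its log2 fold change was 5.16 ± 0.40 (SE, limma adjusted p = 3.9e-05). In old samples Sash3 rose from 55.1 ± 22.1 to 596 ± 94.9 normalised counts (SD), a log2 fold change of 3.54 ± 0.33 (SE, limma adjusted p = 2.38e-05). Tlr7 (ENSMUSG00000044583, chromosome X, 167304929 to 167330558, minus strand) rose from 69.6 ± 50.02 in Xm to 1207 ± 494 normalised counts in Xp in young samples (SD, n = 5 each), a log2 fold change of 4.21 ± 0.40 (SE, limma adjusted p = 9.21e-05), and from 70.3 ± 40.7 to 1188 ± 380.1 in old samples, a log2 fold change of 4.35 ± 0.60 (SE, limma adjusted p = 0.00052). Xlr3b (ENSMUSG00000073125, chromosome X, 73192207 to 73202930, plus strand) fell from 657 ± 383 to 64.2 ± 41.1 normalised counts in young samples (SD, n = 5 each), a log2 fold change of −3.36 ± 0.43 (SE, limma adjusted p = 0.000528), and from 612 ± 102 to 73.3 ± 30.0 in old samples, a log2 fold change of −3.13 ± 0.26 (SE, limma adjusted p = 7.69e-06). Trpc5 (ENSMUSG00000041710, chromosome X, 144381671 to 144688180, minus strand) had a log2 fold change of −0.94 ± 0.34 in young samples (SE, n = 5 each, limma adjusted p = 0.0859), which did not pass the threshold, and of −0.84 ± 0.19 in old samples (SE, limma adjusted p = 0.00458). Across the alternatives, the adjusted p-value of Trpc5 in young samples ranged from 0.00885 with the block to 0.179. Xist, the RNA made by the inactive X, differed by less than its spread, from 8524 ± 1312 to 7728 ± 526 normalised counts in young samples (SD, n = 5 each, limma adjusted p = 0.501). Hprt, the locus of the reporters, changed by a log2 of 0.78 ± 0.34 in young samples (SE, n = 5 each, limma adjusted p = 0.146) and 0.65 ± 0.14 in old samples (SE, limma adjusted p = 0.00356). The young Hprt difference passed the threshold with the block (limma adjusted p = 0.00104, range over the alternatives 0.00104 to 0.278).

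**Figure D1:**
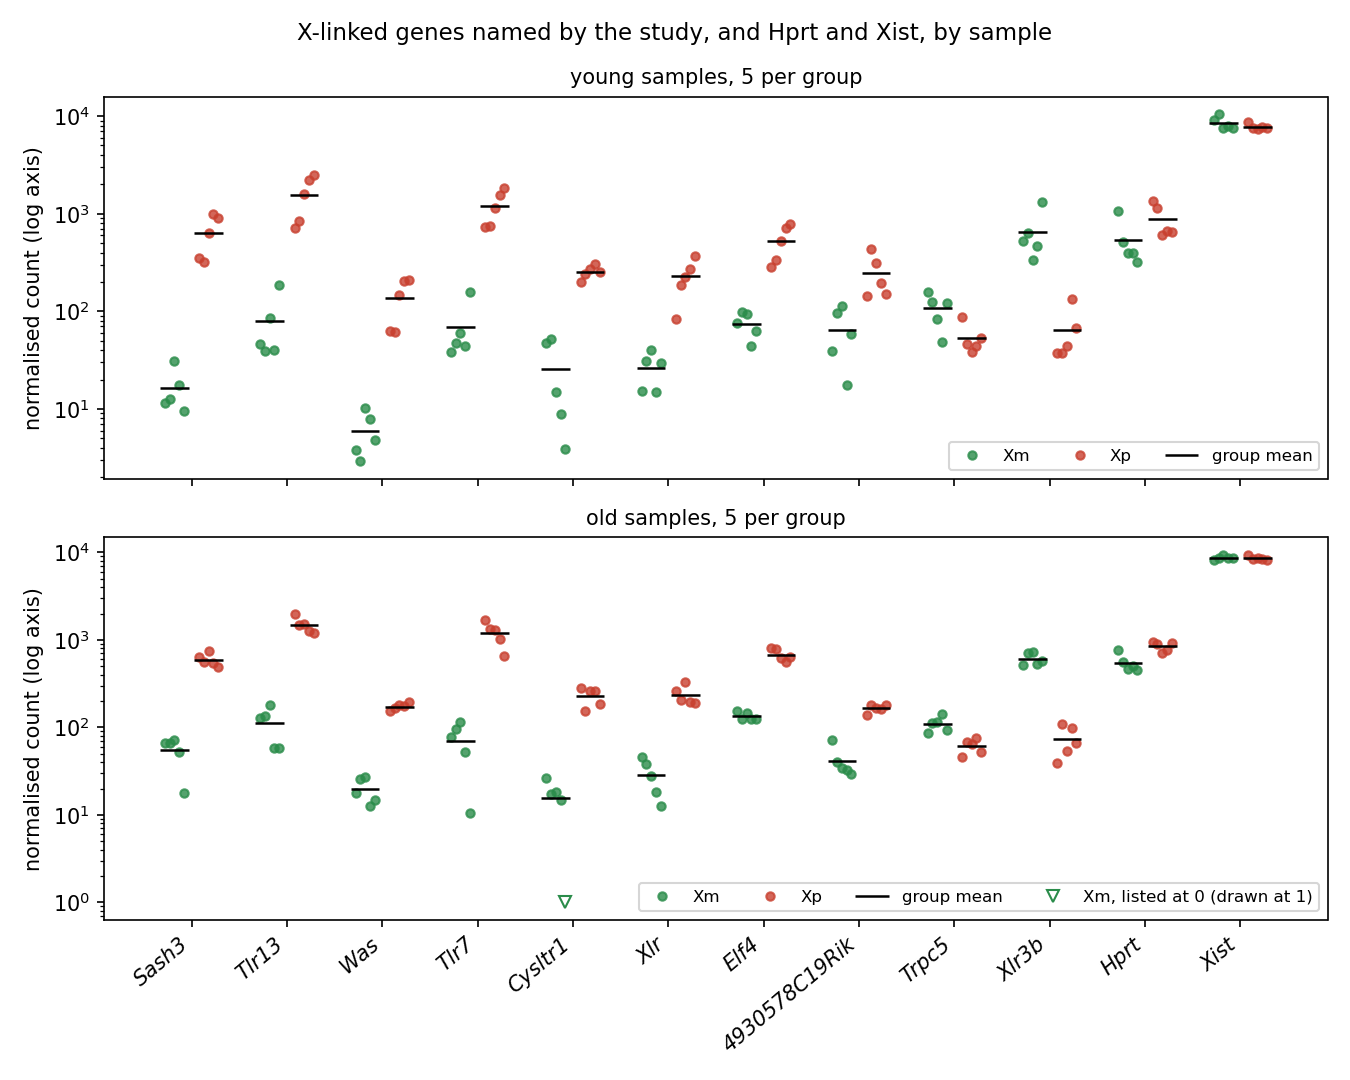
Normalised counts on a log axis of 10 X-linked genes that the study names, with Hprt and Xist, in young samples (top) and old samples (bottom), with a point per sample (5 Xm in green, 5 Xp in red) and a line at each group mean. Xlr3b and Trpc5 had lower means in Xp, Xist means lay close together, the other 9 genes had higher means in Xp, and the open triangle is an old Xm sample with Cysltr1 listed at 0, drawn at 1.

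The study's 4 criteria were next applied to every chromosome, to compare the X with the rest of the genome. In young samples, 4 X-linked genes met them: Sash3, Was, Btk and 5430427O19Rik. In old samples, Cysltr1 was the single X-linked gene that met them. Was rose from 5.95 ± 3.08 to 137 ± 72.6 normalised counts in young samples (SD, n = 5 each), Btk from 28.4 ± 18.9 to 340.2 ± 141, and 5430427O19Rik from 23.6 ± 9.87 to 249 ± 106. Cysltr1 (ENSMUSG00000052821, chromosome X, 106574346 to 106603679, minus strand) rose from 15.4 ± 9.68 to 229 ± 55.2 in old samples (SD, n = 5 each), a ratio of 14.8. In young samples the ratio for Cysltr1 was 9.90, just under the limit, and with TMM rescaling it passed, which made 5 X-linked genes. Leaving out single samples gave between 3 and 6 X-linked genes in young samples and 1 in old samples. Counted over all chromosomes, 95 genes in young and 29 genes in old samples met the criteria, all higher in Xp. Of these, 91 in young (95.8%) and 28 in old samples (96.6%) were not X-linked. Of the 13751 genes in young samples with a mean over 100 in either group, which could have met every criterion, 464 (3.37%) were X-linked, as were 464 of 14279 (3.25%) in old samples. The X chromosome held no detectable excess of genes that met the criteria, with an odds ratio of 1.26 in young samples (95% confidence interval 0.335 to 3.36, Fisher's exact test, two-sided, p = 0.564, adjusted over the ages 0.617) and 1.06 in old samples (0.026 to 6.46, p = 0.617, adjusted over the ages 0.617). The width of these intervals means that an excess of several fold could not be excluded. In the authors' deposited table, the adjusted p-values gave 4 X-linked genes of 95 in young and 1 of 30 in old samples.

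**Figure D2:**
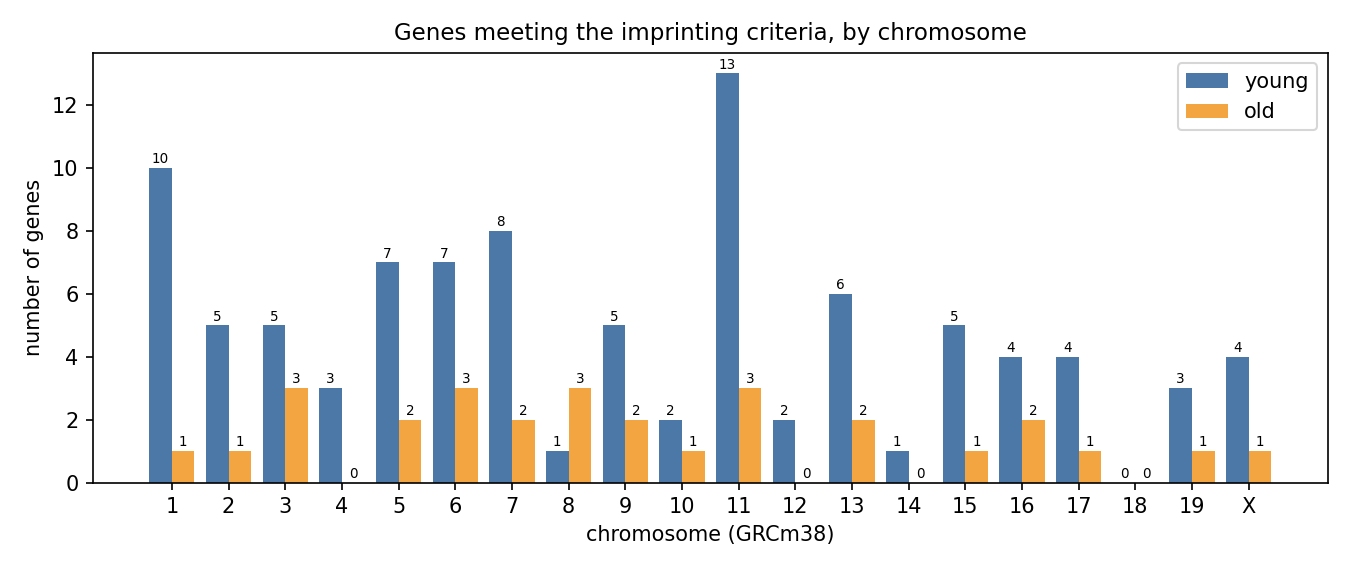
Number of genes that met the 4 criteria on each chromosome of GRCm38, with a blue bar for young samples, an orange bar for old samples and the number above each bar. The X chromosome had 4 genes in young and 1 gene in old samples, and chromosome 11 had 13 and 3.

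Marker lists were scored to show which cells the sorted samples held. The 20 autosomal microglia genes had a score of 7.82 ± 0.80 in Xm and 12.77 ± 0.57 in Xp in young samples (log2 of normalised counts, SD, n = 5 each), a difference of 4.95 (exact permutation test, two-sided, p = 0.00794, the smallest that the assignments of 10 samples can give, adjusted p = 0.0193). In old samples the difference was 4.31 (exact permutation p = 0.00794, adjusted p = 0.0169). Microglia scores were higher in Xp in all 5 pairs at either age. Among the abundant microglia genes, Csf1r rose from 1343 to 40413 normalised counts in young and from 2085 to 38373 in old samples. X-linked microglia genes outside the study's list rose by 3.35 and 2.89, and border macrophages by 2.90 and 3.07 (young and old, adjusted p = 0.0193 and 0.0169). Scores of endothelial cells (1.95 and 2.30, adjusted p = 0.0193 and 0.0169), erythroid cells (2.29 and 2.56, adjusted p = 0.03 and 0.0169) and pericytes (1.01 and 1.30, adjusted p = 0.03 and 0.027) were also higher in Xp at either age. B cells (2.11, adjusted p = 0.0193) and T cells (1.38, adjusted p = 0.0193, from 3 of the 6 genes listed) were higher in young samples, while in old samples the differences of 0.89 and 0.42 did not pass (adjusted p = 0.0519 and 0.31). Counts behind the T cell list were low, as Cd4 had a mean of 79.3 and Lck of 64.8 normalised counts in young Xp samples.

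Oligodendrocyte precursor scores were lower in Xp at either age, by −0.95 in young and −0.90 in old samples (adjusted p = 0.0193 and 0.0169). Neurons (−1.07 and −1.03, adjusted p = 0.123 and 0.0169), excitatory neurons (−1.24 and −1.49, adjusted p = 0.124 and 0.027) and oligodendrocytes (−0.79 and −0.80, adjusted p = 0.121 and 0.0169) were lower in Xp in all 5 pairs at either age and passed in old samples only in this unpaired test. With the block, limma called the same numbers of genes lower in Xp at either age, 8 of 9 neuron genes, 6 of 7 excitatory neuron genes and 8 of 8 oligodendrocyte genes. The difference between the ages was not tested for the scores. In this unpaired test, differences did not pass at either age for inhibitory neurons (−0.79 and −0.72, adjusted p = 0.251 and 0.0519), astrocytes (−0.21 and −0.44, adjusted p = 0.762 and 0.0989), autosomal imprinted genes (−0.36 and −0.20, adjusted p = 0.166 and 0.0519), neutrophils (1.65 and 1.76, adjusted p = 0.324 and 0.0771) or ependymal and choroid plexus cells (0.66 and 0.64, adjusted p = 0.481 and 0.202). Scores of inhibitory neurons and autosomal imprinted genes were nevertheless lower in Xp in all 5 pairs at either age. Those of ependymal and choroid plexus cells were higher in all 5 young pairs. Astrocyte scores were lower in all 5 old pairs, while 2 of the 5 young pairs were higher. A paired exact test of 5 pairs cannot give a p-value under 0.0625. For astrocytes, limma with the block called 0 of 8 genes in young samples and 2 of 8 lower in old samples. With the block, limma called 4 of 8 inhibitory neuron genes lower in young and 3 of 7 in old samples, 5 of 6 ependymal and choroid plexus genes higher in young and 0 in old samples, and of 13 autosomal imprinted genes 6 lower and 2 higher in young and 8 lower and 1 higher in old samples. The absence of a call for these lists is therefore no evidence that they are equal. Transcripts of glia were abundant in all groups, as Mbp had a mean of 133148 normalised counts in young Xm and 80323 in young Xp samples, against 11694 and 5043 for the neuronal gene Snap25.

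**Figure D3:**
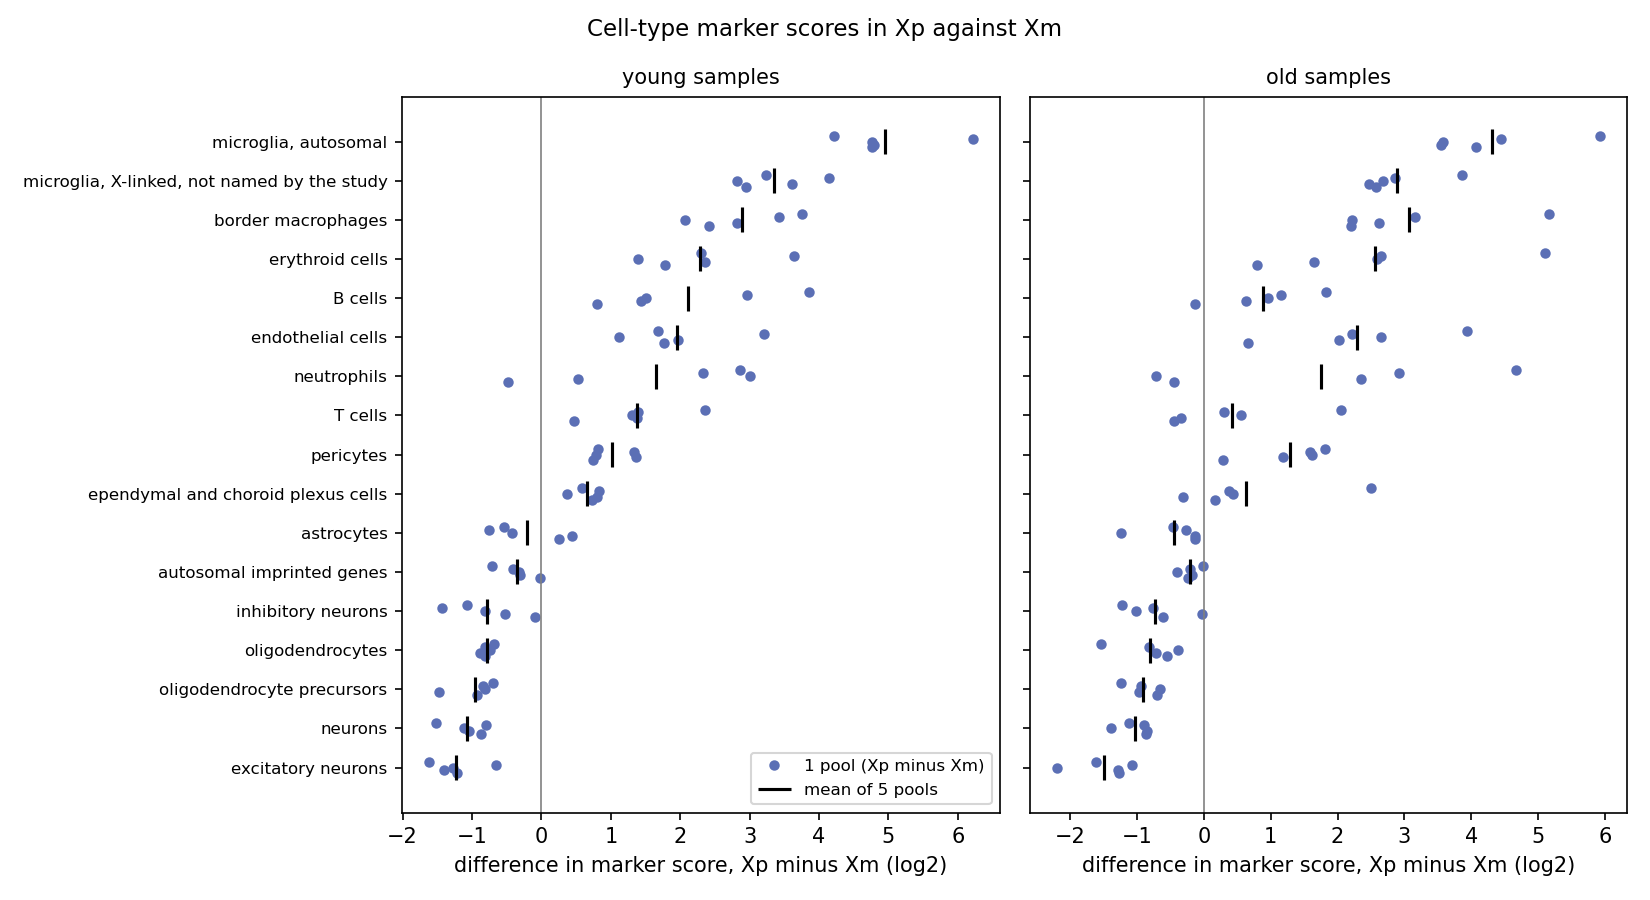
Difference between Xp and Xm in the score of each marker list, in log2 units, for young samples (left) and old samples (right), with a point for each of the 5 pairs of samples with the same number and a line at the mean. The autosomal microglia list lies farthest to the right at either age, with means of 4.95 and 4.31, and the excitatory neuron list farthest to the left, with means of −1.24 and −1.49.

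Fold changes of the study's genes were set beside those of the microglia list. All 20 autosomal microglia genes were higher in Xp at an adjusted p-value under 0.05 at either age, with a median log2 fold change of 4.88 in young (3.81 to 6.08) and 4.32 in old samples (3.42 to 5.00). None of the study's 8 higher genes lay above the highest of these, and 1 gene in young and 2 genes in old samples lay above their median. All 5 X-linked microglia genes outside the study's list were called as well, with a median of 3.09 in young (1.93 to 5.47) and 2.52 in old samples (1.95 to 4.72). No gene of the microglia lists is shared with another list or named by the study. A ratio of the means over 10 was found for 20 of the 20 autosomal microglia genes in young and 19 in old samples. Of these genes, 2 met all 4 criteria in young and 0 in old samples.

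**Figure D4:**
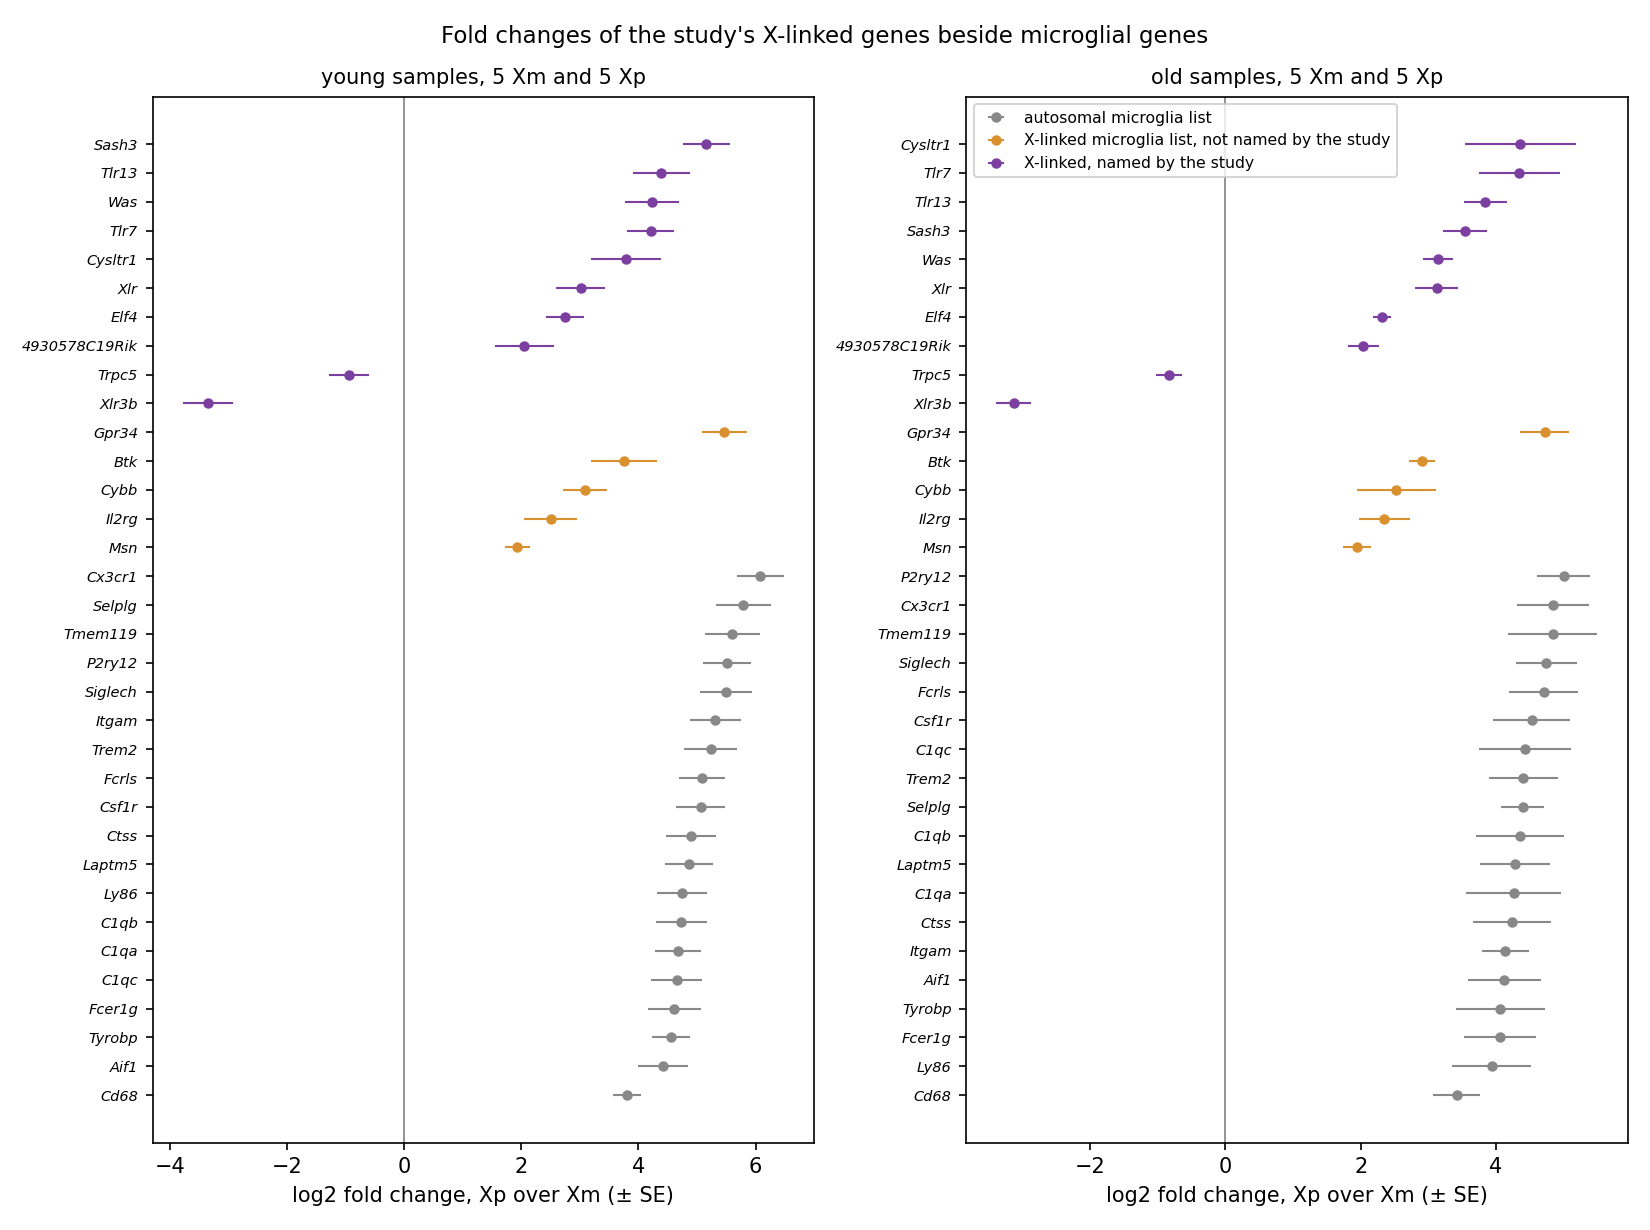
Log2 fold change of Xp over Xm with its standard error for the study's genes, the autosomal microglia genes named on the axis and the X-linked microglia genes outside the study's list, in young samples (left) and old samples (right). The microglia genes span 3.81 to 6.08 in young and 3.42 to 5.00 in old samples if autosomal, and the study's 8 higher genes span 2.05 to 5.16 and 2.04 to 4.36.

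The genes with the smallest adjusted p-values among those whose groups did not overlap were largely autosomal. In young samples the higher genes included Cd33 (ENSMUSG00000004609, chromosome 7, 43524216 to 43544428, minus strand), which rose from 61.0 ± 19.95 to 2094 ± 587 normalised counts (SD, n = 5 each), a log2 fold change of 5.09 ± 0.26 (SE, limma adjusted p = 1.95e-05). In old samples Ppp1r18 (ENSMUSG00000034595, chromosome 17, 35865593 to 35875596, plus strand) rose from 592 ± 42.8 to 1988 ± 118 normalised counts (SD, n = 5 each), a log2 fold change of 1.75 ± 0.08 (SE, limma adjusted p = 1.83e-07). Cd300a, Hpgds, Lgmn, Ncf1, Tbxas1, Vsir and Cd68 were further higher genes that this rule named, with log2 fold changes from 1.53 to 5.01 in young and from 1.72 to 4.12 in old samples. Among the lower genes, Tenm1 (ENSMUSG00000016150, chromosome X, 42527866 to 43429126, minus strand) fell from 904 ± 90.1 to 387 ± 52.4 normalised counts in old samples (SD, n = 5 each), a log2 fold change of −1.23 ± 0.11 (SE, limma adjusted p = 1.32e-05). The others were Atp6v0e2, Ncdn, Ntrk3, P4htm, Prkcz, Rnf43, Rtl6 and Xlr3b, all lower in Xp at either age. Of these, Ncdn did not pass in young samples (limma adjusted p = 0.139) but passed with the block (limma adjusted p = 4.34e-05). Ntrk3 passed narrowly in young samples (limma adjusted p = 0.0445) and did not pass with edgeR (adjusted p = 0.0709, range over the alternatives 0.000622 to 0.106) or with TMM rescaling.

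The last comparison asked whether the difference between Xp and Xm changes with age. Of 19118 genes tested for an interaction, 0 passed at an adjusted p-value under 0.05, and 383 had an unadjusted p-value under 0.05. That is less than the share of 0.05 that chance alone would give, so the unpaired model may have been conservative. With the block, 1008 had an unadjusted p-value under 0.05 and 0 passed. None of 654 X-linked genes passed. Without young Xm replicate 3 a single gene passed, Lyl1, which was chosen after its values were seen. Genes called at both ages numbered 3002, all with the same sign, while 288 were called in young samples only and 4355 in old samples only. These counts depend on the unpaired fit, since the block called 7445 genes in young and 8184 in old samples. They are no evidence of a larger effect in old samples. Across genes, the log2 fold changes of the ages correlated at 0.906, where genes are not independent replicates. The interaction for Sash3 was −1.62 ± 0.55 (SE, limma unadjusted p = 0.008, adjusted p = 1.00), so its smaller fold change in old samples was not shown to differ.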

Values the study reported

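The study detected 848 genes of the X chromosome, out of roughly 1500 that are known. It described 9 genes as silenced on the maternal X and 2 on the paternal X. By its criteria for imprinting, 5 genes were selected.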

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

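No test was run on the single samples below after their values were seen, and since each of them is a single sample of its group, no biological explanation was tested. In each group of 5 samples, the gap between the highest or lowest sample and its nearest neighbour was compared with the whole range of the group. Among 204 groups of values (the marker scores, the read totals and the named genes, except those named only as members of a list), 10 had a sample whose gap exceeded 0.71 of the range, where chance alone would give 10.2. No pattern is therefore needed to account for their number. The study's design pairs samples of the same number, and 6 of the 10 samples were replicate 1 and 4 were replicate 5 of their group, a division seen only afterwards and not tested.

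In young samples, Tlr7 was at 158 normalised counts in Xm replicate 5, far above the next highest Xm sample at 60.0. Without this replicate, Tlr7 also met the 4 criteria in young samples, where it does not with all samples, and 5430427O19Rik no longer did. In old samples, Hpgds was at 136 normalised counts in Xm replicate 5, below the next lowest Xm sample at 199. The autosomal microglia score of young Xm replicate 5 was 9.12, the highest of the 5 young Xm samples, and that of old Xm replicate 5 was 6.65, the lowest of the 5 old Xm samples. A candidate explanation is that the amount of microglial RNA differs between Xm samples as it does between Xp and Xm, where the median log2 fold change of the autosomal microglia genes was 4.88 in young and 4.32 in old samples. A single library neither excludes this nor bears it out.

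Hprt was at 1060 normalised counts in young Xm replicate 1, against 517 in the next highest Xm sample. Ntrk3 was at 1417 normalised counts in young Xp replicate 1, against 627 in the next highest. Xist was at 8640.1 normalised counts in young Xp replicate 1, against 7678 in the next highest. Young replicate 1 of both Xm and Xp came from one pool, and the deviations of these samples from their groups correlated across genes at 0.716, the highest of the 5 young pairs. Samples of that number had the highest Ttr of their groups, at 623110 normalised counts in Xm and 816240 in Xp, a gene of the choroid plexus list. The same samples also had the highest neuron scores of their groups (12.19 in Xm and 11.32 in Xp). Their excitatory neuron scores were the highest too (10.74 and 9.52). A different share of tissues or cells in that pool was not tested as a source of the Hprt, Ntrk3 and Xist values. Library size was 27414199 reads for the Xm sample and 26623082 for the Xp sample, within the range of the other young samples.

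In old samples, 4930578C19Rik was at 70.9 normalised counts in Xm replicate 1, against 40.1 in the next highest, and Rtl6 was at 1028 in the same sample, against 1147 in the next lowest. Some marker scores also had a sample apart from the rest. The border macrophage score was 10.29 in young Xp replicate 5 (next highest 9.18), the T cell score was 6.48 in old Xp replicate 5 (next highest 5.25, in log2 units), and the pericyte score was 11.94 in old Xp replicate 1 (next lowest 13.06). No technical explanation was tested for these 5 values.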

How the results depend on the processing

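With the sample number as a block, the young samples gave 7445 genes and 282 X-linked genes in place of 3294 and 128. The block removes differences between pools, which the young pairs shared at correlations of 0.441 to 0.716 across genes. In old samples, where these correlations reached 0.229, the block gave 8184 genes in place of 7986. The other alternatives gave between 3205 (edgeR) and 4587 (DESeq2) genes in young and between 7343 (a mean of at least 50) and 8781 (DESeq2) in old samples. DESeq2 also made more false calls on simulated data. Leaving out one sample at a time gave from 2398 to 3666 genes in young and from 6795 to 8715 in old samples, and from 90 to 142 and from 248 to 316 X-linked genes.

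The number of X-linked genes that met the study's criteria depended on the limits chosen. With a ratio over 4 it was 9 in young and 7 in old samples, and with no limit on the means it was 9 in young and 5 in old samples, since either setting loosens a criterion. Over all chromosomes, a ratio over 4 gave 171 genes in young and 133 in old samples. Of the other alternatives, TMM rescaling added Cysltr1 in young samples and the rest gave the same X-linked genes at either age. Across fits that left out one sample, the count ranged from 3 to 6 in young samples and was 1 in old samples.

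The interaction between parental origin and age gave 0 genes under the alternatives run with all samples (both pseudocounts, both filters, edgeR and the block, but not TMM or DESeq2), with 226 to 1008 genes at an unadjusted p-value under 0.05, and 0 to 1 across the 20 fits that left out one sample. The exception was Lyl1 without young Xm replicate 3.

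Fold changes kept their direction under every alternative tried for 110 combinations of a gene and an age, those of the study's genes, the microglia genes and the genes named by their adjusted p-values, by the criteria or as checks. Of 201 such combinations for genes of the other lists, 21 changed sign under at least one alternative, 10 in young (8 of them astrocyte genes) and 11 in old samples, and 0 of these genes had passed the threshold. Among these 21, 5 changed sign with all samples kept and 21 when one sample was left out. For the 110 combinations with all samples, 6 of 880 values changed side of the threshold, 2 weaker and 4 stronger, all in young samples. Trpc5 passed with DESeq2 and with the block, Hprt and Ncdn passed with the block, and Ntrk3 no longer passed with TMM or edgeR. Leaving out one sample changed 11 of 1100 values, 7 weaker and 4 stronger. The weaker ones were all of Ntrk3 in young samples. The stronger ones were Trpc5 (without young Xm replicate 4 or Xp replicate 1), Hprt (without young Xm replicate 1) and Ncdn (without young Xp replicate 1).

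Marker scores were past the threshold for 7 to 12 lists in young and 10 to 14 in old samples when one sample was left out. The microglia difference stayed between 4.78 and 5.28 in young and between 3.83 and 4.53 in old samples. The one list that reversed was astrocytes in young samples, which ranged from −0.69 to 0.17 and was positive without Xm replicate 3, Xm replicate 4 or Xp replicate 1. Of the other changes on leaving out one sample, 6 were weaker (erythroid cells and pericytes in young samples, each without Xp replicates 3, 4 or 5) and 12 were stronger. With all samples, 3 of 128 values were stronger, for neurons in young and inhibitory neurons in old samples. The paired sign-flip test of 5 differences cannot give a p-value under 0.0625, so it says nothing about the threshold.

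Depth limits genes of low counts. A read was worth about 1 normalised count, so Was in young Xm samples, with a mean of 5.95, rests on a few reads per sample, as does each ratio taken against it.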

Other observations

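The tests on genes outside the X that met the criteria, on genes near Hprt and on Xlr3b were chosen after those results had been seen, and the other tests below were chosen before.

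For the counts of genes that differ between Xp and Xm, other splits of the same samples did not give results of this size. Among 100 splits of the 10 young samples into groups of 5, 1 split (the real one) gave as many genes, and the highest other split gave 1392 genes. That split had both samples of pools 1 and 2 on one side, with Xp replicate 3. For X-linked genes, 1 of 100 splits of the young samples gave as many, and the highest other gave 62. For X-linked genes that met the criteria, 1 of 100 young splits gave as many, and the others gave 0. In old samples, 1 of 100 splits gave as many genes (highest other 20), 1 of 100 as many X-linked genes (highest other 0) and 1 of 100 as many X-linked genes that met the criteria (others 0). Of the 16 splits that part all 5 pairs, 1 gave as many for each of these counts and the others gave 0. Any split but the real one mixes Xm and Xp samples in both groups, which draws the means of genes that differ between them together. A ratio over 10 is then hard to reach for such genes, so the counts of 0 for the criteria are no separate evidence. The interaction with age is different, because 0 genes were observed, a count that 100 of 100 relabelings must reach, and one relabeling gave 572 genes. Library size was also tested as a source of the calls. Totals of Xm and Xp overlapped at either age, and edgeR on the recovered reads called 3205 genes in young and 8069 in old samples, which argues against a difference in depth as the cause.

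The samples labelled as neurons differed most in microglia genes, and this bears on the X-linked genes that were higher in Xp. A candidate explanation for those genes is microglial RNA in the Xp samples. Autosomal genes cannot be silenced as part of the X, yet the autosomal microglia genes rose by a median log2 of 4.88 in young and 4.32 in old samples, more than the medians of 4.00 and 3.34 for the study's 8 higher genes. Abundant members rose as far, as Csf1r went from 1343 to 40413 normalised counts in young and from 2085 to 38373 in old samples, and X-linked microglia genes outside the study's list rose too. The test could have come out the other way, had the autosomal genes stayed level. It does not say that each of the study's genes comes from microglia, since none of them is in a marker list and the source of each was not tested. How microglial RNA came to differ cannot be read from these samples. Xp was always the tdTomato sample, so cells that enter the red gate for reasons other than the reporter, a Cre active outside neurons and a difference between Xm and Xp cells themselves were not tested and stay open.

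Genes that met the study's criteria did not mark out the X. If silencing on the maternal X accounted for the genes that pass, most of them would be X-linked, whereas 91 of 95 genes in young and 28 of 29 in old samples were on other chromosomes. This argues against maternal silencing as the cause for the whole set. For the X-linked genes among them, silencing on the maternal X stays open as a biological explanation, not tested here, beside the microglial one. The paper reports the maternal X result again in a separate cohort of young mice, sorted without the density gradient. It also reports similar patterns by RT-qPCR of Sash3, Tlr7 and Cysltr1 in young mice. Neither was analysed here. The study's methods do not say to which age the number of selected genes quoted above belongs. Here 4 X-linked genes met the criteria in young samples (5 with TMM rescaling, 3 to 6 when one sample was left out). In old samples, 1 did. The young count is close to the quoted value and the old count is lower, but the genes need not be the same. Among the young genes, Sash3 and Was are named by the study, Btk is not, and 5430427O19Rik is unsettled. Tlr7 and Cysltr1, which the paper counts among its most robustly silenced genes, did not meet the criteria in the main fit of young samples.

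A lower share of neurons in Xp would raise every other cell type alike. The lists moved apart, as oligodendrocyte precursors changed by −0.95 in young and −0.90 in old samples where microglia, endothelial and erythroid lists rose. This argues against a lower neuron share as the whole cause. Sequence of another strain carried along with the reporters at Hprt was tested by distance. The X-linked genes higher in Xp lay at a median of 44.9 Mb from Hprt in young samples, against 45.4 Mb for other X-linked genes tested (permutation test, 100000 resamples, p = 0.654), and at 45.3 against 46.0 Mb in old samples (p = 0.655). Within 5 Mb of Hprt lay 7 of the 63 genes higher in Xp in young samples and 8 of 113 in old samples, shares that did not differ from those of other X-linked genes (Fisher's exact test, two-sided, p = 0.321 and 0.85). As 56 and 105 of the genes lay farther away, these values argue against flanking sequence as the cause for the set. For the near genes the numbers are too small to decide, and 3 of the study's 8 higher genes, Sash3, Elf4 and Xlr, are among them, so flanking sequence stays open for these.

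Xlr3b had the lowest log2 fold change of all genes tested at either age, −3.36 ± 0.43 in young and −3.13 ± 0.26 in old samples (SE). The lowest score of a list was that of excitatory neurons, at −1.24 in young and −1.49 in old samples, but single genes of that list fell further, to −2.11 ± 0.80 for Slc17a7 in young and −2.52 ± 0.44 for Neurod2 in old samples (SE). Xlr3b lies within 2 standard errors of these values by the errors of Slc17a7 and Neurod2, but not by its own. These errors come from the unpaired fit and include spread between pools. With the block, the limma adjusted p-value in young samples was 0.000635 for Slc17a7 and 0.000229 for Xlr3b. The falls were not compared within pairs, so a lower share of a listed type of cell in Xp was not told apart from other causes. Reads moved between Xlr3b and its relatives in the tables are argued against, because the sum of Xlr3a, Xlr3b, Xlr4a and Xlr4b, with Xlr4c in old samples, changed by a log2 of −2.76 in young and −2.45 in old samples (exact permutation test, two-sided, p = 0.00794 at either age, n = 5 each). Xlr3a was lower too, at −2.26 and −1.90. Other relatives were not analysed here. Parental origin of the active X stays open as a biological explanation that was not tested here. The paper describes Xlr3b as already known to be paternally imprinted and credits this to earlier work. For Trpc5, the log2 fold changes of −0.94 and −0.84 lie within the fall of the excitatory neuron score, so a lower share of such cells in Xp may account for it.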
